A study of Brassica rapa subsp. pekinensis with 8 samples. Its data were reported in "Nitrogen Signaling Genes and SOC1 Determine the Flowering Time in a Reciprocal Negative Feedback Loop in Chinese Cabbage (Brassica rapa L.) Based on CRISPR/Cas9-Mediated Mutagenesis of Multiple BrSOC1 Homologs" (2021).

How the data were processed

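RNA was sequenced from shoots of Chinese cabbage, Brassica rapa, in 2 inbred lines, the late-bolting line 50 and the early-bolting line 4004, before (day 0) or after (day 35) vernalization, a prolonged cold treatment of young plants that permits flowering. The cold room also had a shorter daily light period than the growth room, and no warm-grown control of the same age is named for the RNA, so day 35 combines cold, day length and plant age. The study's methods name shoots, whereas the sample labels name leaf. Each sample pooled several plants, and libraries were prepared with a TruSeq RNA kit and sequenced as paired-end reads on an Illumina instrument. The libraries used here were 3 of line 50 per day, numbered 1 to 3, and 1 of line 4004 per day, numbered 3. The replicates 1 and 2 of line 4004 that the study also used are not analysed here.

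The authors trimmed the reads with SolexaQA, mapped them to a Brassica rapa reference gene set with Bowtie2 at its default settings and counted reads per gene. The counting program is not given in the sources used here, nor is its treatment of reads that match several genes, so values of near-identical copies are uncertain. The deposited raw counts are whole numbers for 38008 genes and were analysed as deposited. The lowest value in every library was 1, and 676 genes held it in all 8, so 1 appears to have been added to every count. Between replicates 1 and 2 of line 50, 575 genes at day 0 and 604 at day 35 had a raw value of 2 in both, against 376 and 323 with 1 in either library and 3 in the other. A raw value of 1 was read as no reads. Equal raw values can carry normalized values that differ by 1, so the raw counts appear to be rounded themselves. The deposited normalized read counts (a score, the raw count divided by one DESeq factor per library and rounded by the authors) were scaled by them over these 8 libraries and 4 others, and are used here to describe levels. The authors also deposited log2 ratios of group means of these values. The line 50 ratios follow from the libraries used here, and the line 4004 means also include the libraries not analysed here. Gene names and Arabidopsis loci come from the deposited annotation, which gave a locus for 36242 genes and a symbol for 15196. Its gene models could not be tied to the reference annotation at hand, so no coordinates are given.

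Total counts per library were 24.7 M, 25.1 M and 18.3 M for replicates 1, 2 and 3 of line 50 at day 0, 27.1 M, 23.9 M and 18.4 M at day 35, and 22.5 M and 25.3 M for line 4004 at day 0 and day 35. Bounds on values of single libraries are exact Poisson 95% intervals of the count less 1, with 1 put back, and cover counting error only. For a gene with no reads in any library of a group, the fold is a lower bound computed against a floor of 3 counts per library.

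Counts were tested with edgeR 4.0.16 in R 4.3.3, with TMM scaling, filterByExpr by group (31191 genes tested) and the quasi-likelihood F test in 1 fit of the 8 libraries with 1 coefficient per group. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. All adjusted p-values of single genes are from this test unless another is named. The tested comparisons were day 35 against day 0 in line 50, line 4004 against line 50 at day 0 and at day 35, and the difference of the 2 lines' vernalization responses. The single libraries of line 4004 add no residual degrees of freedom: the 4 that exist come from line 50, and each line 4004 library is assumed to vary like a line 50 replicate. The common biological coefficient of variation was 0.398. Calls were also counted at the study's expression threshold, a mean normalized read count of at least 500 over the libraries compared. Day 35 against day 0 in line 4004 is 1 library against 1, has no replicate check and was not tested. Its genes were counted by size (at least 2-fold, mean at least 500), and the median log2 ratio of a gene list was placed among those of 10000 random lists of the same size matched on mean expression over 20 bins.

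The lists were 18 sets of genes defined by 276 Arabidopsis loci, of which 242 matched at least 1 gene. They covered floral integrators and identity genes, floral repressors, vernalization and Polycomb machinery, the circadian clock, photoperiod and photoreceptors, nitrate uptake and assimilation, cold response, gibberellin, light harvesting and Rubisco, glucosinolates, phenylpropanoids and anthocyanins, defence and jasmonate, heat shock, leaf senescence, and markers of shoot meristem, dividing cells, root and reference genes. They were tested with camera (limma 3.58.1) on log2 CPM with a prior count of 2 and a preset inter-gene correlation of 0.01, with adjustment over the 18 lists. Camera was repeated with a correlation estimated from the data, and fry was run beside it. Members were counted over all genes tested and adjusted over the list alone. The flowering genes (23), nitrate and nitrite reductase genes (5) and the reference gene that the study followed were picked by the study partly from these samples and are not independent evidence.

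Named genes followed a rule. It took, among called genes with a mean of at least 500 and no overlap between the groups' libraries, the 10 largest rises and 10 largest falls that carried a name or description, all genes followed by the study, and up to 4 called members of each list. In line 4004 it took the genes followed by the study and the 5 largest rises and falls by size. Genes named outside it are said to be so. The tests, thresholds, gene lists, named-gene rule and most alternatives were fixed before the data were examined.

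Alternatives fixed in advance were DESeq2 1.42.0, limma-voom, DESeq2 size factors or library totals in place of TMM, no low-count filter, mean thresholds of 500 and 50, no fold threshold, replicate number as a block, a fit on line 50 alone, and leaving out each line 50 replicate or library. A floor value added before taking logs was planned only for a table without raw counts and was not needed. Chosen after seeing the data were the sum of replicates 1 and 2 as 1 sample, a term for replicate 3 against 1 and 2, and subtraction of 1 from every count. Replicate numbers were taken to pair the line 50 samples across days. The block, like the term for replicate 3, also put both line 4004 libraries with replicate 3 of line 50. Line comparisons with the block therefore assume an effect shared by the samples numbered 3. Such an effect could not be told apart from a state of replicates 1 and 2 alone. Deviations from the group means correlated between libraries of the same number, at 0.446, 0.615 and 0.695 for replicates 1, 2 and 3. Those of replicates 1 and 2 also correlated across numbers, at 0.473 and 0.563, both above the 0.446 of replicate 1. The values set replicate 3 apart from replicates 1 and 2 but do not show that replicates 1 and 2 pair by number. The block leaves 2 residual degrees of freedom and lowered the coefficient of variation to 0.201.

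The tests were tested on simulated data in which 200 genes were changed. For the line 50 comparison (30854 genes) 2%, 38%, 84% and 100% of genes changed by 2-, 4-, 8- and 16-fold were recovered, with 6 false calls among 118. For the lines at day 0 (30906 genes) the shares were 0%, 8%, 30% and 54%, with 0 false calls among 46, and for the lines at day 35 (30887 genes) 0%, 2%, 28% and 56%, with 1 false call among 44. Camera found a simulated list of 40 shifted genes and none of 18 unshifted lists. Genes and libraries were drawn independently in these simulations. They hold neither correlation between genes nor the distance of replicate 3, so they cannot show how often false calls or lists arise in the real libraries.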

Results

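In line 50, FLC genes were lower and VIN3 and BrSOC1 genes higher after 35 days of vernalization. Temperature, daily light period and plant age changed together between the days, so none of the changes below is tied to cold alone. The 4 FLC genes, which encode the main vernalization-sensitive floral repressor, all fell. BrFLC1 went from a mean normalized read count of 982.7 ± 222 (SD, n = 3) to 96.7 ± 4 (log2 fold change -3.34 ± 0.29 SE, edgeR adjusted p = 0.0056) and BrFLC2 from 1223.7 ± 303.3 to 122.7 ± 13.5 (-3.31 ± 0.32, adjusted p = 0.0077). BrFLC3 went from 1439.3 ± 465.7 to 58 ± 5.3 (-4.65 ± 0.38, adjusted p = 0.0045) and a further copy, Bra022771, from 247 ± 58 to 14 ± 1 (-4.09 ± 0.35, adjusted p = 0.0051). BrVIN3A, whose Arabidopsis counterpart is switched on by cold and helps silence FLC, rose from 110 ± 23.6 to 551 ± 89.2 (2.33 ± 0.24, adjusted p = 0.0088), and a second VIN3 gene, Bra006824, from 20.3 ± 2.1 to 238 ± 63.7 (3.54 ± 0.32, adjusted p = 0.0063). The 3 BrSOC1 genes, which integrate flowering signals, were almost silent before the cold and rose. BrSOC1-1 went from 4.7 ± 1.2 to 250.3 ± 171.3 (5.49 ± 0.78, adjusted p = 0.019), BrSOC1-2 from 3.7 ± 0.6 to 193.7 ± 129.1 (5.56 ± 0.76, adjusted p = 0.017) and BrSOC1-3 from 5 ± 1.7 to 211.7 ± 143.1 (5.16 ± 0.76, adjusted p = 0.021). The meristem markers BrKNAT1 and BrSTM rose from almost no reads as well, to means of 87.7 and 59 and to 26 and 24 in line 4004, and the sources name both leaf and shoot as the tissue. Of the 4 tested meristem markers 3 rose, and BrCLV1, named after its value was seen, did not (0.04). All 8 dividing cell markers had negative log2 fold changes (median -0.52, 0 called). These values do not separate a larger share of shoot apex in the day 35 samples from a change of BrSOC1 within cells. Of the 23 flowering genes followed by the study, which are not independent evidence, 10 rose, 3 fell and 10 did not pass, and adjusted over the list alone 11 rose and 3 fell. Among those not passing were BrGI (0.87 ± 0.27, adjusted p = 0.13), BrTOC1 (0.99 ± 0.23, adjusted p = 0.069) and BrVRN1 (-0.43 ± 0.39, adjusted p = 0.62). BrRAV1 (1.56 ± 0.44, adjusted p = 0.1) passed with the replicate block (adjusted p = 0.0043, 0.0016 to 0.6 over the alternatives). So did BrSPA3 (1.28 ± 0.52, adjusted p = 0.23, with the block 0.0088, 0.00047 to 0.88 over the alternatives).

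**Figure D1:**
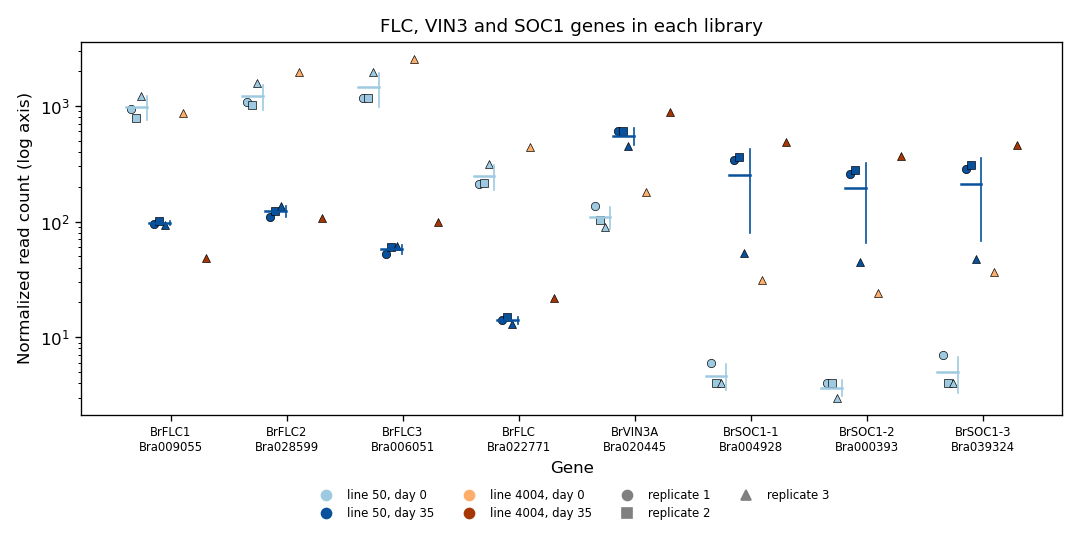
Normalized read counts of 4 FLC genes, BrVIN3A and 3 BrSOC1 genes in each library (log axis), with line and day as colours and replicate number as symbol. Lines give the group mean and bars the SD of line 50 (n = 3).

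Clock, photoperiod and cold genes such as BrLHY, BrCOL1-2 and BrGOLS3 rose in line 50. BrCCA1, a morning clock gene, rose from 103 ± 11.3 to 1157.7 ± 177.4 (3.49 ± 0.25, adjusted p = 0.0038). Its partner BrLHY, Bra033291, rose from 26.3 ± 12.5 to 1144.7 ± 276.5 (5.39 ± 0.40, adjusted p = 0.0038) and the related BrCIR1 from 27.7 ± 15.3 to 761 ± 342.9 (4.75 ± 0.56, adjusted p = 0.012). BrCOL1-2, a relative of the day-length sensor CONSTANS, rose from 34.3 ± 9.7 to 687.7 ± 51.7 (4.34 ± 0.32, adjusted p = 0.0038). BrCOR15B, Bra000265, which encodes a chloroplast protein that protects against freezing, rose from 145 ± 132.7 to 13555.3 ± 5745.1 (6.54 ± 0.89, adjusted p = 0.017), and BrGOLS3, an enzyme of protective sugars, from 70 ± 32.9 to 3289.7 ± 337.6 (5.55 ± 0.45, adjusted p = 0.0045). In the clock list 9 of 42 tested genes rose, 0 fell and 33 did not pass (median 0.93, adjusted p = 9.8e-11, adjusted p = 0.2 with an estimated correlation). Adjusted over the list alone 19 rose, and 19 rose and 3 fell with the replicate block. In the photoperiod list 8 of 41 rose (15 adjusted over the list alone, 19 with the block, median 0.76, adjusted p = 1.7e-09, adjusted p = 0.052 with an estimated correlation). In the cold list 12 of 37 rose (22 adjusted over the list alone, 25 with the block, median 2.29, adjusted p = 2.8e-13, adjusted p = 0.15 with an estimated correlation).

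BrNRT1.7, BrGID1B, BrNAP and BrKNAT1 also rose. BrNRT1.7, which in Arabidopsis moves nitrate out of old leaves, rose in 4 copies, the largest, Bra007886, from 157.3 ± 83 to 3907.7 ± 1134.9 (4.6 ± 0.52, adjusted p = 0.011). The gibberellin receptor gene BrGID1B rose in 3 copies, the largest, Bra007722, from 21.7 ± 8.7 to 238.3 ± 15.6 (3.46 ± 0.39, adjusted p = 0.011), and the ageing regulator BrNAP, Bra004385, rose from 116.3 ± 48.8 to 1293.3 ± 555.9 (3.46 ± 0.44, adjusted p = 0.014). The meristem gene BrKNAT1 had no reads at day 0 and was at least 25.1-fold higher at day 35 (87.7 ± 24.7, adjusted p = 0.0054). Among the falls were ATCSLA10, a cell-wall polysaccharide enzyme, from 1532.7 ± 499.1 to 4.3 ± 3.2 (-8.57 ± 0.65, adjusted p = 0.0038), and the jasmonate-responsive storage protein gene BrVSP2, at least 97.5-fold lower after a mean of 332 ± 121.3 (adjusted p = 0.0038). By list, 4 of 55 nitrate genes rose and 0 fell (8 rose and 4 fell with the block, 6 rose adjusted over the list alone, median 0.01, adjusted p = 0.42). Of 29 gibberellin genes 5 rose (6 adjusted over the list alone, median 0.56, adjusted p = 0.00071, adjusted p = 0.3 with an estimated correlation). Of 15 senescence genes 4 rose (5 adjusted over the list alone, median 1.2, adjusted p = 3e-04, adjusted p = 0.3 with an estimated correlation), and of 4 shoot meristem markers 3 rose (also 3 adjusted over the list alone, median 3.94, or 3.64 with genes lacking reads at their bound, adjusted p = 9.8e-05, adjusted p = 0.3 with an estimated correlation).

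Other lists in line 50 held few calls. Of 32 defence and jasmonate genes 1 rose, the BrPR2 copy Bra007315 (3.87 ± 0.72, adjusted p = 0.037), and 2 fell, BrVSP2 and the jasmonate enzyme gene BrLOX2, Bra004059 (-2.24 ± 0.45, adjusted p = 0.047). The other tested copies were not called and ran from -1.14 to 3 for BrPR2 and from -2.54 to -2.21 for BrLOX2. In the whole list, adjusted over the list alone and also with the block, 3 rose and 8 fell (median -0.44, adjusted p = 0.052). Of 47 glucosinolate genes 1 fell, the regulator BrMYB28, Bra035929 (-1.99 ± 0.28, adjusted p = 0.018), also adjusted over the list alone, and 5 rose and 4 fell with the block. That list (median 0.36, adjusted p = 0.048, adjusted p = 0.81 with an estimated correlation) did not pass with the block (adjusted p = 0.084, 0.0045 to 0.81 over the alternatives). Of 8 heat shock genes 1 fell, the chaperone gene BrHSP70T (-2.33 ± 0.39, adjusted p = 0.03), also adjusted over the list alone, and 2 with the block (median -0.76, adjusted p = 0.026, adjusted p = 0.53 with an estimated correlation). Of 38 phenylpropanoid genes 1 rose, the anthocyanin regulator BrTT8 (3.66 ± 0.40, adjusted p = 0.01), also adjusted over the list alone, and 3 rose and 1 fell with the block (median -0.13, adjusted p = 0.99).

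The flowering lists in line 50 moved in part. Of 30 floral integrators 4 rose, the BrSOC1 genes and the flowering promoter BrSPL15 (2.38 ± 0.46, adjusted p = 0.041), and 2 fell, Bra027265 (-2.21) and Bra021094 (-2.03), which are 2 of the 4 tested BrSPL5 genes and were named after their values were seen (median 0.44, adjusted p = 0.11). Adjusted over the list alone 4 rose and 5 fell, and 6 fell with the block. Of 23 floral repressors 4 fell, the FLC genes, also adjusted over the list alone, where 1 rose, and 2 rose with the block (median 0.08, adjusted p = 0.51). Of 31 vernalization and Polycomb genes 2 rose, the VIN3 genes, also adjusted over the list alone, and 1 fell with the block (median -0.07, adjusted p = 0.98). No light harvesting gene passed (37, median -0.47, adjusted p = 0.0045, adjusted p = 0.81 with an estimated correlation), nor adjusted over the list alone, and 1 fell with the block. No dividing cell marker passed (8, median -0.52, adjusted p = 0.014, adjusted p = 0.44 with an estimated correlation), and neither did root markers (4, median -0.01, adjusted p = 0.99) or reference genes (6, median 0.28, adjusted p = 0.57), nor adjusted over the list alone.

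Over all genes in line 50, 696 rose and 528 fell (1224 of 31191 tested), 262 of them at the study's expression threshold (149 and 113). With the replicate block 2478 rose and 2398 fell. All 1224 genes, BrFLC3 and BrLHY among them, kept their direction in each of the 3 pairs of equal replicate number and were also called with the block. The genes were selected on these same libraries, so neither is a separate check. The count hangs on replicates 1 and 2, which resemble each other more than replicate 3: it was 0 in edgeR without replicate 1 (2258 at unadjusted p under 0.05), 0 without replicate 2 (2341) and 6352 without replicate 3. Among single libraries it was 48 without replicate 1 and 53 without replicate 2 of day 0, and 116, 85 and 3015 without replicates 1, 2 and 3 of day 35. All 58 named calls, such as BrFLC1, were lost without replicate 1 and without replicate 2, and none was lost without replicate 3.

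In line 4004 the cold response and the clock pointed the same way, as seen in 1 library per day. Furthest up at day 35 were BrCOR15B, Bra000263, from 385 (counting interval 347.9 to 425.4) to 18000 (17745.3 to 18265.5), 46.8-fold, and BrLHY, Bra030496, from 26 (17 to 37.5) to 1046 (984.9 to 1111), 40.2-fold. Next were a glycosyltransferase gene, Bra015963 (37.5-fold), a thaumatin-like gene, Bra025730 (36.1-fold), and the cold gene BrKIN2 (34.7-fold). Furthest down were BrVSP2, from 2448 (2352.5 to 2546.4) to 2 (1 to 6.4), a protease inhibitor gene, Bra016073 (228-fold), ATCSLA10 (224-fold), a phosphatase-like gene, Bra010320 (156-fold), and the touch-induced cell-wall gene TCH4 (138-fold). BrFLC1, BrFLC2 and BrFLC3 were 18.1-, 18.3- and 25.4-fold lower at day 35, and the 3 BrSOC1 genes (1, 2 and 3) were 15.6-, 15.5- and 12.5-fold higher, BrSOC1-1 going from 31 (21 to 43.4) to 484 (442.7 to 528.7). BrVIN3A was 4.89-fold and BrGA1, a gibberellin synthesis gene, 13.7-fold higher. Of 8276 genes with a mean of at least 500, 336 were at least 2-fold higher and 493 at least 2-fold lower at day 35 (227 and 636 with library totals). Against random lists matched on expression, the median log2 ratio lay at percentile 100 for floral integrators (0.84), clock (0.51), nitrate (0.42, or 0.26 with genes lacking reads at their bound), cold (0.68), senescence (0.69) and shoot meristem (2.90), at 99.4 for dividing cells (0.55) and 98.5 for reference genes (0.70), and at 0 for glucosinolate (-0.42), phenylpropanoid (-0.97) and defence (-1.12) genes. Floral repressors (-0.45), light harvesting (0.05) and heat shock (-0.51) were at 0.2, 2.9 and 5.1, Polycomb (-0.10), gibberellin (-0.08) and photoperiod (-0.02) at 24.3, 28.9 and 38.2, and root markers (0.04) at 59.9. With no replicate, these values carry no error beyond counting. Random lists also lack the correlation between members of a list, and the reference genes lay at 98.5. A high percentile alone therefore does not mark a response to vernalization.

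The responses of the lines resembled each other, with BrFLC3 25.4-fold lower at day 35 in line 4004 beside its log2 fold change of -4.65 in line 50. Across 31191 genes the log2 fold changes of the lines correlated at r = 0.591 (rank correlation 0.564), and 91.9% of the 1224 genes called in line 50 had the same sign in line 4004. The correlation was 0.53 with replicate 3 of line 50 alone, 0.541 with replicates 1 and 2 alone and 0.663 over genes with a mean of at least 500.

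Before vernalization all 3 BrNIA1 genes, which encode nitrate reductase, were lower in line 4004. Bra008333 had a mean of 2340.3 ± 245.9 in line 50 (n = 3) against 159 in the line 4004 library (-3.93 ± 0.41, adjusted p = 0.011). Bra015656 had 6959.3 ± 778.2 against 499 (-3.86 ± 0.47, adjusted p = 0.017) and Bra003670 had 2485.7 ± 262.5 against 188 (-3.78 ± 0.43, adjusted p = 0.014). The authors' log2 ratios, which draw on 3 libraries of line 4004, are smaller for these genes, at -2.39, -2.57 and -2.19. Of the 2 genes of nitrite reductase, the next enzyme, neither passed in the main fit. BrNIR1 Bra015227 (-2.57 ± 0.54, adjusted p = 0.085) was called with the replicate block (adjusted p = 0.034, 0.00016 to 0.54 over the alternatives). Bra039844 (-2.83 ± 0.73, adjusted p = 0.14) was not called with the block. Among these 5 genes, picked by the study and not independent evidence, 3 were lower and 2 did not pass, and all 5 were lower adjusted over the list alone. The nitrate list had 6 lower genes among 55, among them the 3 BrNIA1 genes and BrHHO3, a repressor of nitrate-responsive genes (-4.37 ± 0.71, adjusted p = 0.039). This list holds all 5 reductase genes followed by the study. The study also took up nitrogen after an enrichment in data that include these samples, so the list is not independent evidence either. Adjusted over the list alone 4 were higher and 26 lower, and 1 higher and 17 lower with the block (median -1.27, adjusted p = 7.8e-09, adjusted p = 0.027 with an estimated correlation, 0.54 with that and the block together).

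**Figure D2:**
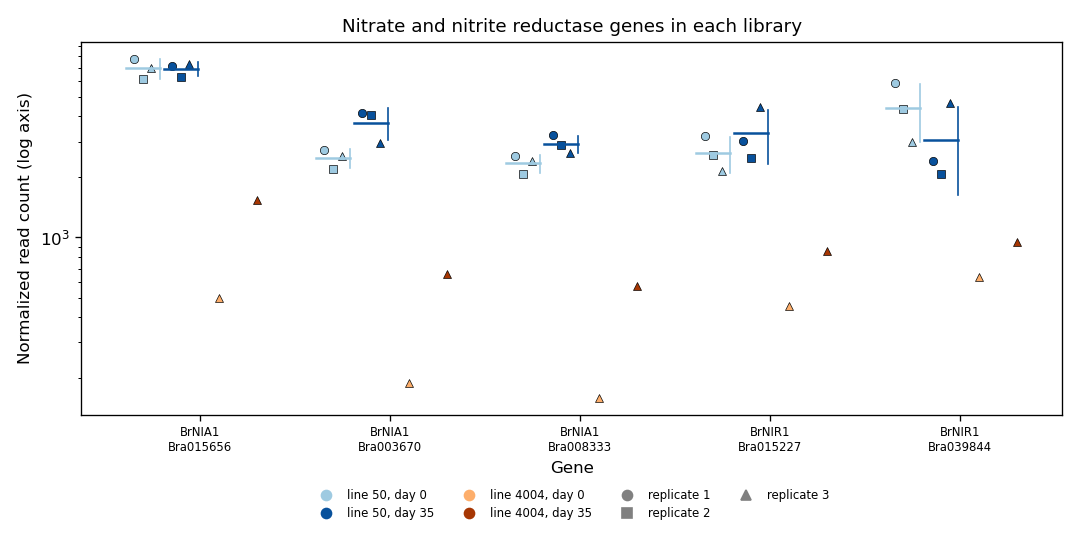
Normalized read counts of 3 BrNIA1 and 2 BrNIR1 genes in each library (log axis), with line and day as colours and replicate number as symbol. Lines give the group mean and bars the SD of line 50 (n = 3).

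Other genes at day 0 were nearly confined to one line. NIP2;1, a channel of the aquaporin family, had no reads in line 50 and 2427 (Bra005428, at least 694-fold higher, adjusted p = 0.00038) and 2331 (Bra005430, at least 667-fold, adjusted p = 0.00038) in line 4004. The acid phosphatase gene Bra010332 had 5.7 ± 1.5 against 6584 (10.04 ± 0.65, adjusted p = 0.003). The fatty acid desaturase gene Bra027096 (2453.7 ± 532.7 in line 50) was at least 826-fold lower in line 4004 (adjusted p = 0.0049), and FLA9, a cell-surface glycoprotein gene (947 ± 113.3), at least 319-fold lower (adjusted p = 0.049). Among regulators higher in line 4004, BrZAT10, Bra010922, stood at 48.7 ± 39.7 against 2416 (5.57 ± 0.78, adjusted p = 0.027), ATERF11 at 58.7 ± 40.6 against 3351 (5.76 ± 0.87, adjusted p = 0.032) and BrWRKY53, Bra013732, at 67 ± 38.4 against 1145 (4.02 ± 0.60, adjusted p = 0.03). BrZAT12 was higher in 3 copies, of which 2 had identical values in every library (4.55 ± 0.71, adjusted p = 0.035), so these copies are not told apart. In the anthocyanin pathway BrDFR stood at 5 ± 1.7 against 333 (5.81 ± 0.71, adjusted p = 0.017).

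Few flowering genes passed at day 0, and the FLC genes were not among them. BrCRY2 Bra015313, a blue-light receptor gene, had 451.3 ± 12.6 in line 50 and 2591 in line 4004 (2.46 ± 0.27, adjusted p = 0.012). BrCCA1 had 103 ± 11.3 and 400 (1.90 ± 0.30, adjusted p = 0.037), and BrAGL42, a relative of SOC1, 1.7 ± 0.6 and 38 (4.01 ± 0.47, adjusted p = 0.016). BrFLC1 (-0.25 ± 0.38, adjusted p = 0.87), BrFLC2 (0.62 ± 0.40, adjusted p = 0.59) and BrFLC3 (0.74 ± 0.43, adjusted p = 0.55) did not pass. Of the study's 23 flowering genes, not independent evidence, 2 were higher, 0 lower and 21 did not pass. Adjusted over the list alone 5 were higher, and 8 with the block. The block added BrSOC1-1 (2.43 ± 0.94, adjusted p = 0.33, block 0.031, alternatives 0.0021 to 0.95), BrSOC1-2 (2.5 ± 0.94, adjusted p = 0.31, block 0.028, alternatives 0.0026 to 0.92) and BrSOC1-3 (2.60 ± 0.91, adjusted p = 0.27, block 0.029, alternatives 0.002 to 0.88). It also added the repressor gene BrTEM1 (2.07 ± 0.41, adjusted p = 0.071, block 0.048, alternatives 0.00024 to 0.51), BrCOL9 (0.75 ± 0.50, adjusted p = 0.62, block 0.048, alternatives 0.018 to 1) and BrCRY2 Bra030568 (1.03 ± 0.29, adjusted p = 0.17, block 0.043, alternatives 0.00083 to 1).

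Most gene lists leaned toward line 4004 at day 0, but almost every shift was lost with an estimated correlation. Of 37 cold genes 5 were higher, all of them copies of BrZAT10 (2) or BrZAT12 (3) (12 adjusted over the list alone, 11 with the block, median 0.88, adjusted p = 1.8e-06, adjusted p = 0.21 with an estimated correlation). Of 38 phenylpropanoid genes 3 were higher, BrDFR among them (4 adjusted over the list alone, 8 with the block, median 0.94, adjusted p = 3.8e-08, adjusted p = 0.43 with an estimated correlation). Of 15 senescence genes 3 were higher, the 2 BrWRKY53 genes and BrSAG101 (7 adjusted over the list alone, 5 with the block, median 1.73, adjusted p = 0.00035, adjusted p = 0.38 with an estimated correlation). Of 30 floral integrators BrAGL42 was higher (4 adjusted over the list alone, 5 with the block, median 0.39, adjusted p = 0.0045, adjusted p = 0.17 with an estimated correlation). Of 41 photoperiod genes BrCRY2 was higher (1 adjusted over the list alone, 6 with the block, median 0.32, adjusted p = 0.0027, adjusted p = 0.17 with an estimated correlation). Of 8 dividing cell markers 1 was lower, the mitotic cyclin gene BrCYCB1.1 (-2.55 ± 0.40, adjusted p = 0.036), with 4 adjusted over the list alone and 2 with the block. Their median was -1.44 (adjusted p = 1.8e-06, adjusted p = 0.21 with an estimated correlation). Light harvesting genes had 0 of 37 called, also adjusted over the list alone, and 7 lower with the block (median -0.83, adjusted p = 0.00011, adjusted p = 0.6 with an estimated correlation).

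The next 5 lists passed at day 0 and did not pass with the replicate block either (2.7e-19 to 0.6 over the alternatives of the 13 passing lists). Of 47 glucosinolate genes 0 were called, also adjusted over the list alone (median 0.84, adjusted p = 3.5e-05, adjusted p = 0.5 with an estimated correlation, 0.057 with the block). Of 42 clock genes BrCCA1 was higher, with 2 adjusted over the list alone and with the block (median 0.34, adjusted p = 0.0032, adjusted p = 0.43 with an estimated correlation, 0.21 with the block). Of 32 defence genes BrVSP2 was higher, also adjusted over the list alone, and 3 with the block (median 0.37, adjusted p = 0.0095, adjusted p = 0.57 with an estimated correlation, 0.17 with the block). Of 23 floral repressors 0 were called and 1 was higher adjusted over the list alone and with the block (median 0.54, adjusted p = 0.014, adjusted p = 0.43 with an estimated correlation, 0.27 with the block). Of 29 gibberellin genes 0 were called, with 6 higher adjusted over the list alone and 3 higher and 1 lower with the block (median 0.16, adjusted p = 0.03, adjusted p = 0.49 with an estimated correlation, 0.48 with the block).

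Root markers (median -0.53, adjusted p = 0.13) passed at day 0 only with the block (adjusted p = 0.013, 0.013 to 0.6 over the alternatives), as did reference genes (-0.70, adjusted p = 0.12, with the block 0.033, 0.033 to 0.6 over the alternatives). With the block and an estimated correlation together neither list passed (camera adjusted p = 0.54 and 0.55). Polycomb (-0.02, adjusted p = 0.84), heat shock (0.11, adjusted p = 0.78) and shoot meristem genes (0.39, adjusted p = 0.92) did not pass. These 5 lists had 0 calls, also adjusted over the list alone.

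**Figure D3:**
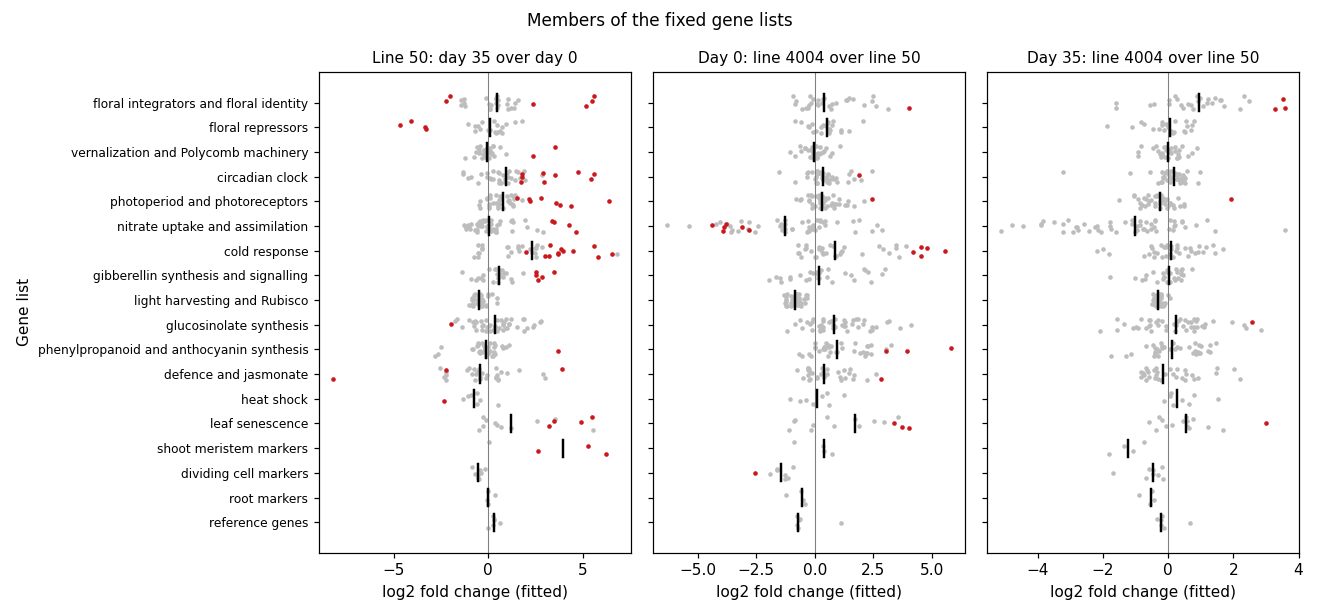
Fitted log2 fold changes of the tested members of 18 gene lists for vernalization in line 50 and for line 4004 against line 50 at day 0 and at day 35. Called genes are red and black ticks mark the list medians.

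At day 0, 375 genes were higher and 91 lower in line 4004 (466 in all, 80.5% higher), with 76 at the study's threshold (47 and 29). The share higher was not steady: at that threshold limma-voom called 41 higher and 51 lower, DESeq2 152 and 219, and the replicate block 245 and 401. Subtracting 1 from every count left 277 genes. With the replicate block 1455 were higher and 908 lower (61.6% higher), and of the 466 genes, NIP2;1 and BrNIA1 included, 446 were called with the block. All 466 were at least 2-fold apart in the same direction within the replicate 3 libraries. Both results reuse libraries on which the 466 genes were selected and are no separate check. The number of genes called was 2 without replicate 1 of line 50, 3 without replicate 2 and 8712 without replicate 3. Without single libraries it was 23 and 23 (replicates 1 and 2 of day 0) and 156, 135 and 997 (replicates 1, 2 and 3 of day 35). Of 36 named calls 34 were lost without replicate 1 and the same number without replicate 2, and the 2 NIP2;1 genes were kept in every alternative. TMM and library totals placed the median gene at -0.035 and 0.186. One library stands for line 4004, so its own variation is not measured.

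After vernalization NIP2;1 and other genes read almost only in one line still set the lines apart. NIP2;1 stood at 1.7 ± 0.6 in line 50 (n = 3) and at 2402 and 2289 in line 4004 (10.60 ± 0.39 and 10.53 ± 0.39, both adjusted p = 4e-04), and Bra010332 at 3.3 ± 3.2 against 3499 (10.13 ± 0.67, adjusted p = 0.0034). APX3, which encodes a peroxide-removing enzyme, was higher in line 4004 (68.3 ± 33.5 against 2389, 5.04 ± 0.66, adjusted p = 0.037). So were the glucosinolate regulator BrMYB28, Bra029311 (797.3 ± 135.7 against 4945, 2.56 ± 0.32, adjusted p = 0.03), and BrCRY2 Bra015313 (680 ± 14.4 against 2747, 1.93 ± 0.27, adjusted p = 0.045). The nucleic acid-binding gene Bra019400 (1660.7 ± 689 in line 50) was at least 568-fold lower in line 4004 (adjusted p = 0.017), and AtPNG1, a protein deglycosylation gene, was lower at 47 against 843.7 ± 159.1 (-4.21 ± 0.51, adjusted p = 0.025).

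Among flowering genes at day 35, BrAGL42, BrTSF and BrFT were higher in line 4004 at low counts. BrAGL42 had 5.3 ± 1.5 in line 50 and 73 in line 4004 (3.57 ± 0.42, adjusted p = 0.023). BrTSF Bra004117 had 2.7 ± 0.6 and 38 (3.51 ± 0.45, adjusted p = 0.034, 0.068 with the block, 0.0031 to 0.7 over the alternatives) and BrFT Bra022475, the florigen gene, 2.7 ± 0.6 and 32 (3.27 ± 0.46, adjusted p = 0.046, 0.075 with the block, 0.0039 to 0.76 over the alternatives). Their near-equal low values in each library leave open that reads were shared. Floral integrators as a list were higher (3 of 30, 1 with the block, 8 adjusted over the list alone, median 0.93, adjusted p = 4e-11, adjusted p = 0.013 with an estimated correlation, 0.3 with that and the block together). The 3 BrSOC1 genes (1, 2 and 3) had 484, 371 and 461 in line 4004 and did not pass (0.90 ± 0.80, 0.89 ± 0.77 and 1.07 ± 0.79, adjusted p = 1 for each). With the block their log2 fold changes were 2.74, 2.66 and 2.85 (adjusted p = 0.074, 0.064 and 0.071, lowest over the alternatives 0.024, 0.018 and 0.023), and the authors' log2 ratios are 1.58, 1.59 and 1.77. BrFLC1 (-1.10 ± 0.42, adjusted p = 0.68) did not pass. BrCIR1 (-3.22 ± 0.82, adjusted p = 0.31) did not pass in the main fit but was called lower with the block (adjusted p = 0.04, 0.00066 to 1 over the alternatives). Of the study's 23 flowering genes, not independent evidence, 1 was higher, BrCRY2, also adjusted over the list alone, and 1 lower with the block.

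The nitrate list was lower in line 4004 at day 35, but no single member passed and the shift was lost when an estimated correlation and the block were used together. BrNIA1 Bra008333 (2918.3 ± 297.4 against 571, -2.43 ± 0.37, adjusted p = 0.06) was called with the block (0.031, 1e-09 to 0.88 over the alternatives). So were Bra003670 (3721.3 ± 667.3 against 658, -2.57 ± 0.40, adjusted p = 0.062, block 0.04, alternatives 6.2e-10 to 0.87) and Bra015656 (6915.3 ± 554.9 against 1540, -2.25 ± 0.42, adjusted p = 0.12, block 0.033, alternatives 8.8e-07 to 1). The BrNIR1 genes did not pass (-2.05 ± 0.52, adjusted p = 0.31, and -1.79 ± 0.68, adjusted p = 0.67). Of the study's 5 reductase genes, not independent evidence, 0 were called in edgeR, 3 with the block, and 5 were lower adjusted over the list alone. In the whole list, which holds these 5 genes, 0 of 55 were called, 6 were lower with the block, and 1 was higher and 17 lower adjusted over the list alone (median -1.02, adjusted p = 3.7e-15, adjusted p = 0.0094 with an estimated correlation, 0.3 with that and the block together).

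Of the other lists at day 35, shoot meristem markers were lower in line 4004 (median -1.22 over 4 genes, 0 called, adjusted p = 0.0011, adjusted p = 0.57 with an estimated correlation). Of 15 senescence genes BrSAG101 was higher (3 ± 0.43), also adjusted over the list alone, but not with the block (adjusted p = 0.057, 0.00015 to 0.83 over the alternatives). That list (median 0.56, adjusted p = 0.024, adjusted p = 0.69 with an estimated correlation) did not pass with the block (adjusted p = 0.07, 4.9e-06 to 0.69 over the alternatives). Nor did dividing cell markers (-0.47, adjusted p = 0.044, adjusted p = 0.69 with an estimated correlation, 0.07 with the block, 0.027 to 0.69 over the alternatives), with 0 of 8 called and 1 lower adjusted over the list alone. Light harvesting genes (-0.31, adjusted p = 0.5, 0 called) passed with the block (adjusted p = 3.6e-13) and without replicate 1 of line 50 (0.0165). With an estimated correlation they did not pass (adjusted p = 0.95, and 0.67 with the block as well). Without replicate 3 they passed as higher in line 4004 (0.000491), with 3.6e-13 to 0.95 over the alternatives. Root markers (-0.52, adjusted p = 0.28) passed with the block (0.029, 0.029 to 0.95 over the alternatives), but not with the block and an estimated correlation together (0.67).

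No other list passed at day 35. Clock (0.19, adjusted p = 0.21, 1 lower with the block), cold (0.10, adjusted p = 0.5), gibberellin (0.03, adjusted p = 0.88) and phenylpropanoid genes (0.10, adjusted p = 0.28) had 0 calls, also adjusted over the list alone. The same holds for defence (-0.15, adjusted p = 0.5), heat shock (0.29, adjusted p = 0.2), floral repressor (0.07, adjusted p = 0.7), Polycomb (0.00, adjusted p = 0.5) and reference genes (-0.21, adjusted p = 0.88). Glucosinolate genes (0.24, adjusted p = 0.5) had 1 call, BrMYB28, and 1 further gene lower with the block. Photoperiod genes (-0.26, adjusted p = 0.19) had 1 call, BrCRY2, and both calls stood adjusted over the list alone.

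At day 35, 110 genes were higher and 29 lower in line 4004 (139 in all, 79.1% higher), with 13 at the study's threshold (6 and 7). In DESeq2 189 were higher and 244 lower (43.6% higher), so the lean toward line 4004 depends on the tool, and subtracting 1 from every count left 47 genes. With the replicate block 154 were higher and 143 lower (51.9% higher), and 108 of the 139 genes, Bra010332 among them, were called with it. The count was 0 in edgeR without replicate 1 of line 50 (936 at unadjusted p under 0.05), 8 without replicate 2 and 5084 without replicate 3. Without single libraries it was 34 and 28 (replicates 1 and 2 of day 0) and 10 and 10 (replicates 1 and 2 of day 35). All 15 named calls, such as APX3, were lost in some alternative, 15 without replicate 1 and 12 without replicate 2. Of the genes higher in line 4004, 85 were shared by the 375 of day 0 and the 110 of day 35 (1.32 if independent), and of the lower ones 23 by 91 and 29 (0.0846 if independent). The same lines are compared on both days, so sharing arises from any lasting line difference such as NIP2;1.

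In edgeR with all libraries the lines did not differ detectably in the response of any single gene to vernalization. Among the study's genes, BrCOL1-2 (-2.38 ± 0.57, response of line 4004 minus that of line 50), BrTEM1 (-1.85 ± 0.64), BrCCA1 (-1.63 ± 0.46) and BrNIA1 Bra015656 (1.61 ± 0.52) did not pass, each with adjusted p = 1. For Bra015656 the response of line 4004 was 1.63 here and 0.41 in the authors' table. By this test 0 genes were called (956 at unadjusted p under 0.05, lowest adjusted p = 0.95), 0 at the study's threshold, 0 with the replicate block and 0 in limma-voom, against 69 in DESeq2. Without replicate 3 of line 50 the count was 2012. Adjusted over the list alone the difference was negative in 5 cold genes and 2 phenylpropanoid genes, and positive in 2 of the study's reductase genes, not independent evidence. A negative difference need not be a weaker response: BrZAT10 Bra010922 (-4.86, not called over all genes) went from 2416 to 257 in the line 4004 libraries. TMM and library totals placed the median gene of this difference at -0.024 and -0.205. The nitrate list (median 0.27, adjusted p = 0.15), Polycomb (0.00, adjusted p = 0.64), heat shock (0.12, adjusted p = 0.36), root markers (0.08, adjusted p = 0.52) and reference genes (0.49, adjusted p = 0.078) did not pass.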

Values the study reported

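The study found that after 35 days of vernalization line 4004 bolted at 17 days on average and line 50 at 30, with 9.5 and 14.5 rosette leaves. Between the lines it counted 1710 genes as differing: 1229 without vernalization alone, 179 with vernalization alone and 302 in both states. Nitrate content was more than 10-fold higher in line 50 on both days. The study counted the BrSOC1 genes as higher in line 4004 after vernalization. By quantitative PCR on the same RNA it found them strongly expressed in vernalized line 4004. In line 50 it found hardly any expression of them with or without vernalization. Plants of another line with edited BrSOC1 genes bolted late.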

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

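The tests of why genes were higher in line 4004 at day 0 were chosen after that result was seen. The 13 list differences below come from a test of the difference in response fixed before.

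The lists below stood out because they passed a test of the difference in vernalization response between the lines (camera, line 4004 minus line 50). Line 4004 has 1 library per day, so the variation of its own response is not measured. The cold list had a lower median response in line 4004: the median difference was -1.24 (adjusted p = 3.2e-08, adjusted p = 0.23 with an estimated correlation), from medians of 2.29 in line 50 and 0.68 in line 4004. Photoperiod genes had -0.56 (adjusted p = 2.2e-07, adjusted p = 0.086 with an estimated correlation, 0.76 and -0.02). Clock genes had -0.27 (adjusted p = 0.018, adjusted p = 0.46 with an estimated correlation, 0.93 and 0.51) and gibberellin genes -0.27 (adjusted p = 0.0031, adjusted p = 0.38 with an estimated correlation, 0.56 and -0.08). In the metabolic and defence lists the difference was -0.87 for phenylpropanoid genes (adjusted p = 3.2e-08, adjusted p = 0.39 with an estimated correlation, -0.13 and -0.97). It was -0.95 for glucosinolate genes (adjusted p = 1.7e-05, adjusted p = 0.46 with an estimated correlation, 0.36 and -0.42) and -0.43 for defence genes (adjusted p = 0.018, adjusted p = 0.57 with an estimated correlation, -0.44 and -1.12). Floral repressors had -0.55 (adjusted p = 0.0096, adjusted p = 0.38 with an estimated correlation, 0.08 and -0.45). Shoot meristem markers had -1.61 (adjusted p = 0.0013, adjusted p = 0.38 with an estimated correlation, 3.94 and 2.90), but 3 of the 4 had raw counts of at most 3 in every library at day 0, so these sizes are rough (3.64 in line 50 with genes lacking reads at their bound). Senescence genes had -0.39 (adjusted p = 0.011, adjusted p = 0.43 with an estimated correlation, 1.2 and 0.69). Differences were positive for dividing cell markers, 0.99 (adjusted p = 1.2e-05, adjusted p = 0.26 with an estimated correlation, -0.52 and 0.55). They were also positive for light harvesting genes, 0.48 (adjusted p = 0.00014, adjusted p = 0.57 with an estimated correlation, -0.47 and 0.05), and floral integrators, 0.14 (adjusted p = 0.012, adjusted p = 0.23 with an estimated correlation, 0.44 and 0.84). With the replicate block floral integrators and senescence genes no longer passed (adjusted p = 0.1 each). Over all alternatives the 13 lists ranged from 5e-12 to 0.57.

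Part of these differences lies at day 0, where the cold list was higher in the line 4004 library (median 0.88, against 0.10 at day 35), with BrZAT10 among 375 genes called higher. A state that also varies between samples of one line may contribute: these genes lay at percentile 100 of matched lists for replicate 2 over replicate 1 of line 50, but by a median of 0.10 (matched lists -0.04 to 0.08), too little to decide by a size set after the value was seen. A lasting difference between the lines stays open for some, as 60% (225) were at least 2-fold higher at day 35 as well. A state of this library that the line's other libraries do not share stays open too: the authors' log2 ratios, which draw on those libraries, fell short of the ratio here by a median of 0.45 (0.06 for the genes higher at day 35, 0.06 over 23505 genes with a mean of at least 50), a value seen before its bounds were set. The shortfall was at least 0.8 in 104 genes (27.7%) and at most 0.3 in 148, and in examples picked after their values were seen the ratios here and in the authors' table were 5.63 and 4.30 for BrZAT10 Bra010922, 5.84 and 4.56 for ATERF11, and 10.83 and 10.66 for NIP2;1 Bra005428.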

How the results depend on the processing

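Of the alternatives, 3 were chosen after seeing the data: the sum of replicates 1 and 2, the term for replicate 3 and the subtraction of 1. Counts are given for vernalization in line 50, the lines at day 0 and the lines at day 35, in that order, with counts at the study's threshold in brackets. Against 1224, 466 and 139 (262, 76 and 13), DESeq2 called 2954, 1566 and 433 (562, 371 and 67) and 69 for the difference of responses, where edgeR called 0 (956 at unadjusted p under 0.05) and limma-voom 0. The cause was not tested. The replicate block gave 4876, 2363 and 297 (799, 646 and 52), and a term for replicate 3 against 1 and 2 gave 5169, 4931 and 2178 (823, 1337 and 497) and 6 for the difference. Both remove variation between replicate 3 and the others, and both place the line 4004 libraries with replicate 3. Replicates 1 and 2 as 1 sample gave 0 (2401 at unadjusted p under 0.05), 3 and 2 (0, 3 and 2), with fewer samples. Subtracting 1 from every count moved the lines at day 0 to 277 and at day 35 to 47 (6 at the study's threshold). The cause was not tested. Fewer genes stayed with a mean of at least 500 (262, 76 and 13) or, for the lines, 50 (283 and 61). In line 4004 a mean of 50 raised 829 genes to 2868. Leaving out replicates or libraries of line 50 ranged over 0 to 6352, 2 to 8712 and 0 to 5084 (0 to 1039, 2 to 1686 and 0 to 763), and 0 to 2012 for the difference. The high ends lacked replicate 3 and the low ends of the 3 comparisons lacked replicate 1, joined by replicate 2 in line 50 (0, 2341 at unadjusted p under 0.05). The 0 counts without replicate 1 are edgeR's, with 2258 at unadjusted p under 0.05 in line 50 and 936 for the lines at day 35. No other tool was run on those libraries.

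Limma-voom, DESeq2 size factors, library totals, no low-count filter, no fold threshold and a fit on line 50 alone kept the counts over all genes within 1.5 times. With an estimated correlation 0, 1 and 2 lists passed, and 0 for the difference, against 10, 13, 5 and 13, and with the replicate block as well 0 passed in any comparison (lowest adjusted p = 0.3). Fry, which tests a list for itself and not against other genes, passed 5 lists by direction and 8 by mixed change at day 0, 2 and 2 at day 35, and 2 and 1 for the difference. Library totals passed 3 lists at day 35. For these list counts, and the changes of lists below, the cause was not tested. The replicate block ended the calls of 10 lists over all comparisons and added 4, and ended 3 and added 13 calls of named genes. Those it changed are given beside each result, and it changed no other call. The light harvesting list at day 35 turned from lower to higher in line 4004 without replicate 3 of line 50 (adjusted p = 0.000491), the replicate with the largest share of light harvesting counts. Its highest adjusted p among these was 0.0662 without replicate 2. Other lists changed their call without a replicate or with library totals. In line 50 these were gibberellin (0.101), heat shock (0.115) and shoot meristem (0.0515), lost without replicate 3, dividing cells (0.116 and 0.0783), lost without replicates 1 and 2, glucosinolate (0.252, 0.0578 and 0.0572), lost without these and with library totals, and defence (0.000523, 0.00357 and 0.00973), gained in the same settings. Between the lines gibberellin at day 0 (0.0722) and senescence, shoot meristem and dividing cells at day 35 (0.415, 0.148 and 0.49) were lost without replicate 3, clock and phenylpropanoid at day 35 (0.0459 and 0.0392) were gained without it, and senescence and dividing cells at day 35 (0.0534 and 0.0948) were lost with library totals. For the difference, floral integrators, gibberellin and shoot meristem (0.428, 0.0645 and 0.0943) were lost without replicate 3, defence without replicates 1 and 2 (0.228 and 0.221) and senescence without replicate 1 (0.247), and reference genes were gained without replicate 3 (0.0168) and with library totals (0.0484). Of named calls, 6 of 58, 8 of 36 and 11 of 15 were lost in some alternative that left out or summed no library. Pseudocounts and filters for normalized values were not run, since raw counts were deposited. Per library 8.77% to 13.4% of genes stood at the lowest count, and depth was not separated from lack of expression. In simulated data 8% of 4-fold changes were recovered between the lines at day 0 and 2% at day 35, with 1 library of line 4004 each, against 38% in line 50.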

Other observations

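The tests on BrSOC1 in replicate 3 were chosen after that result was seen. Those on replicate 3 as a whole and on splits of the libraries were fixed before, except that the test of a shared state was read as undecided only after its values were seen.

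Several genes, named here after their values were seen, were read almost only in one line. Of the 9 genes with a raw count of at most 2 in all line 50 libraries and at least 100 in both line 4004 libraries, besides NIP2;1, Bra034270, of unknown function, had 627 and 676, and the amidase gene Bra022128 had 282 and 142. Of the 5 with the reverse pattern, FLA9, Bra019400 and the acyl-transferase gene Bra028166 (233 to 545 in line 50) were at 1 in both line 4004 libraries. Whether such genes are absent from a line or too different in sequence for its reads to map was not tested.

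A pair of lipid-transfer family genes had no reads at day 0 in either line and gained reads in both by day 35, more of them in line 50. Bra013621 and Bra013620 were at least 542- and 348-fold higher at day 35 (means 1893.7 ± 870.9 and 1218.7 ± 633.4, n = 3, edgeR adjusted p = 0.0038 for both) and had 43 and 21 in line 4004 at day 35. Between the lines at day 35 Bra013621 passed (-5.54 ± 0.79, adjusted p = 0.046) and Bra013620 did not (-5.93 ± 0.87, adjusted p = 0.052).

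Replicate 3 of line 50 stood apart on both days: across genes replicates 1 and 2 correlated at 0.986 (day 0) and 0.99 (day 35), and either with replicate 3 at 0.901 to 0.928. With the line 4004 library of the same day replicate 3 correlated at 0.925 (day 0) and 0.927 (day 35). Replicates 1 and 2 did so at 0.881 and 0.89 (day 0) and 0.931 and 0.934 (day 35). At day 35 replicate 3 was thus closer to the line 4004 library than to replicates 1 and 2 of its own line. The 2 replicate 3 libraries of line 50 correlated at 0.936 across days. The lower depth of replicate 3 does not account for its distance, since replicates 1 and 2 thinned to that depth correlated at 0.984 or more, against 0.928 at most with replicate 3. Nor do its abundant genes (27.4% of counts in the top 50 genes on both days), as without them at least 27.2% of genes were over 2-fold apart from replicate 3 and at most 2.08% between replicates 1 and 2. A state or batch shared by the samples numbered 3 and one shared by replicates 1 and 2 alone cannot be told apart: the deviation of replicate 3 from replicates 1 and 2 on one day correlated across genes at 0.292 and 0.527 with that of the line 4004 library on the other day, but both deviations subtract replicates 1 and 2. No biological explanation was tested. Among genes of moderate count the median ratio to sampling noise was 2.47 (day 0) and 1.64 (day 35) between replicates 1 and 2. Against replicate 3 it was 23 to 32.3. Among these genes replicates 1 and 2 thus differed by more than sampling noise, but far less than from replicate 3. At low counts they were closer: genes at a raw value of 2 in both outnumbered those at 1 and 3 by ratios of 1.53 (day 0) and 1.87 (day 35). Independent Poisson counts with 1 added would give at most 1 on average. These values, from raw counts that appear to be rounded, do not decide whether replicates 1 and 2 are independent samples. They were kept separate because the study describes 3 independent biological replicates. If they are not independent, the SDs with n = 3 and the adjusted p-values overstate the replication.

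BrSOC1 was lower in replicate 3 of line 50 at day 35 than in replicates 1 and 2, by log2 ratios of -2.72, -2.57 and -2.65 in the order BrSOC1-1, -2, -3. Less shoot apex in that sample would lower meristem markers, but their median log2 ratio was 0.68. Reads shared among the 3 genes would keep their sum, which was 6.28-fold lower. Less vernalization would leave FLC higher and VIN3 lower: the median log2 ratio was 0.03 for FLC but -0.58 for the 2 VIN3 genes, so it stays open, as does a state of replicate 3 or of replicates 1 and 2, as a possible explanation (the VIN3 bound was set after its value was seen). Line 4004 exceeded line 50 in BrSOC1 at day 35 by log2 ratios of 3.19, 3.04 and 3.29 within replicate 3. Against replicates 1 and 2 the ratios were 0.47, 0.47 and 0.65. The direction was the same in both comparisons, but the size of the line difference rests on which replicate is compared. From day 0 to day 35 these genes rose in replicate 3 of line 50 as well, by log2 ratios of 3.73, 3.91 and 3.55. The study describes little expression of them in its late-bolting line in either state, whereas these counts rose.

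The 6 libraries of line 50 allow 10 splits into groups of 3, too few for a share under 0.05. The real split called 1224 genes (262 at the study's threshold) and the highest of the others 0 by edgeR (0 at that threshold), so that 1 split reached each count. For lists the real split passed 10 and the highest other 10, reached by 2 splits. Among the 3 other splits that part all 3 replicate pairs, 0 genes and 8, 10 and 7 lists passed. Each of them mixes the days.

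At the study's thresholds 80 genes differed between the lines here, 67 at day 0 alone, 4 at day 35 alone and 9 on both days. Each is lower than the count reported by the study, which had further libraries of line 4004 and another test.

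The vernalization response of BrNIA1 in line 4004 was 1.63, 1.81 and 1.84 as log2 ratios here (Bra015656, Bra003670 and Bra008333) and 0.41, 0.41 and 0.48 in the authors' table.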
